A study of Escherichia coli with 4 samples.

How the data were processed

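The libraries came from plasmid pools grown in Escherichia coli NEB 10-beta. Per the labels' protocols, plasmids were prepared from cultures holding on average 82500 colony forming units, stated as 875-fold coverage of each mutant in a pool of 96. The inserts were amplified with Q5 polymerase and the outer primers of an overlap-extension PCR, which is a method that joins fragments through shared ends. Native-barcoded nanopore libraries were then sequenced on a FLO-MIN114 flow cell. The stated colonies divided by the stated coverage give 94.3, slightly under the stated pool size.

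The values used are whole-number read counts as deposited, with no normalization. Per the file headers, each table gives for every mutation and barcode number the count of wild-type, mutant and other reads and their total. The labels do not state the base caller, the aligner, how a read was assigned to a barcode, how the wild-type, mutant and other calls were made, where the barcode lies in the construct, or whether any filter on quality or length was applied. Base quality and read length were not analysed here. Each library amplified plasmid DNA by PCR and no molecular identifiers are described, so a read is not an independent molecule. Entries that amplify well gain reads, and strand exchange during PCR can join a barcode to the insert of another pool member.

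Each library was assigned to its protein and configuration by its title, with 1 library per group. Shares are the reads of an entry divided by all reads of the library, with 95% Wilson binomial intervals. An entry at 0 reads was given the limit of 3 reads of the library total. Evenness was described by the coefficient of variation, the ratio of the 90th to the 10th percentile, the number of entries within 2-fold of the median and the chi-square statistic against equal shares. It was compared with 1000 simulated pools that drew 82500 colonies over the listed entries and then the observed number of reads. Configurations were compared on reads summed per mutation, because the number of barcodes per mutation differed between configurations. The log2 ratio of shares used a pseudocount of 0.5 reads, and its standard error came from the 2 read counts. Ratios were listed for mutations with at least 10 reads in both configurations. Correlations were computed across entries or mutations, with bootstrap intervals from 2000 draws of mutations or entries. Relations to residue number were set against 10000 random orders and adjusted by Benjamini-Hochberg. The shares of random orders describe a relation across the variants of one library. Variants are not replicates, so these shares are no test of a condition. A chi-square between 2 libraries compares those libraries only. The pairing of a mutation with its barcode was measured as the mutant reads divided by all reads of the entry or mutation.

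The main measures, the alternatives to be tried and the rule for naming variants were fixed before the data were examined. The rule names, in each library, the 3 entries with the highest and the 3 with the lowest shares (ties at the boundary are counted, not named), any unmutated or control entry, and up to 5 entries with 0 reads. For each protein it also names the 5 mutations with the largest absolute log2 ratio between configurations among those with at least 10 reads in both. Other variants are named only with a statement that they were chosen after their values were seen. No unmutated or control entry was listed, so the alternative for such entries was to leave out the most abundant entry. The other alternatives fixed in advance were exact Clopper-Pearson intervals, detection at 10 reads or at 0.1 of the median, evenness without rare or extreme entries, thinning to the shallowest library, a pseudocount of 1 read, a minimum of 10 reads in both configurations, centring on the median variant, leaving out the 2 farthest variants, and the order of listing in place of the residue. Alternatives chosen after the data were seen were summing reads per mutation for evenness, detection at 10 mutant reads, matching by barcode number, leaving out other reads or the most abundant entry from the pairing, and a minimum of 100 reads.

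The computations were tested on simulated data with known answers. In simulations over 46 MS2CP mutations, 95.3% of the intervals of log2 ratios held the true value, and in those over 38 SRSF2 mutations 95.3% did. All 20 simulated changes had the right direction in each protein. With no true relation to residue, 4.75 to 5% of simulated libraries lay beyond 95% of random orders.

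At 120719 to 224457 reads per library, counting error is small for abundant entries and large for rare ones. Entries with fewer than 100 reads numbered 15 and 12 in the MS2CP libraries and 16 and 40 in the SRSF2 libraries. The gene annotation of Escherichia coli was not used, because the mutated proteins come from phage MS2 and from human, and coordinates are not given for that reason. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.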

Results

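The series comprised 4 sequencing libraries, each made by PCR from 1 pool of plasmids carrying mutants of an RNA-binding protein. The pools covered 2 proteins in 2 configurations each, with 1 library per combination. MS2CP is the coat protein of the RNA phage MS2, which binds an RNA hairpin of the phage genome. SRSF2 is a human serine- and arginine-rich splicing factor. The plasmids were grown in NEB 10-beta, a cloning strain of Escherichia coli, and the amplified inserts were read on a nanopore flow cell. The labels do not say what separates configuration 1 from configuration 2. For each pair of a mutation and a barcode, called an entry here, the files gave the number of reads called wild type, mutant or other at the listed mutation. These 3 counts summed to the entry's reads in all 4 libraries. Mutations are named by the original residue, its number and the new residue, as the files give them. The numbering was not compared with a reference sequence, and no genome coordinates are given because the files list none.

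The 4 libraries held 120719 reads (MS2CP, configuration 1), 214286 reads (MS2CP, configuration 2), 144765 reads (SRSF2, configuration 1) and 224457 reads (SRSF2, configuration 2). Each MS2CP library listed 92 entries, covering 46 mutations between residues 5 and 120. Each SRSF2 library listed 78 entries between residues 3 and 217, covering 39 mutations in configuration 1 and 38 in configuration 2. P194S, named after its values were seen, was the mutation listed in configuration 1 alone. In MS2CP configuration 1 all 46 mutations had 2 barcodes, whereas in configuration 2 the numbers with 1, 2 and 3 barcodes were 11, 24 and 11. The corresponding numbers were 1, 37 and 1 in SRSF2 configuration 1 and 6, 24 and 8 in SRSF2 configuration 2. No unmutated or control entry was listed. There were no replicates of any library, so intervals cover counting error only. PCR reads without molecular identifiers are not independent molecules, and the true error is larger by an amount these data do not give.

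The first question was how completely each pool was represented, since the labels state a pool of 96 mutants. The MS2CP libraries listed 4 entries fewer than that number and the SRSF2 libraries 18 fewer. The labels do not say whether the stated number refers to mutations or to pairs of a mutation and a barcode. At least 1 read was counted for 91 and 89 of the 92 MS2CP entries in configurations 1 and 2, and for 71 and 74 of the 78 SRSF2 entries. At least 10 reads were counted for 86 and 88 MS2CP entries and for 68 and 66 SRSF2 entries. A minimum of 0.1 of the library's median count moved 3 of these counts most and gave 83, 80, 62 and 67 entries in the same order. A minimum of 10 mutant reads gave 84, 86, 63 and 47, the lowest count for SRSF2 configuration 2. At the level of mutations, every listed mutation had at least 1 read in its library. All MS2CP mutations had at least 10 mutant reads in configuration 2, and E63G, with 3 mutant reads of 17, was the exception in configuration 1. For SRSF2, 36 of 39 mutations reached 10 mutant reads in configuration 1 and 31 of 38 in configuration 2. The 3 below that number in configuration 1 were V18L with 9, R198K with 0 of 4 reads and P209A with 0 of 1 read. E63G, R198K and P209A were named after their values were seen.

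Entries without reads numbered 1 and 3 in MS2CP configurations 1 and 2, and 7 and 4 in SRSF2 configurations 1 and 2. In MS2CP configuration 1 this was T19A barcode 2, at 0 of 120719 reads, which allows a share of up to 0.00249%. In configuration 2 it was N55D barcode 2, K57A barcode 3 and Y85H barcode 2, with a limit of 0.0014% each. In SRSF2 configuration 1 the first 5 of the 7 in order of listing were M13I, V18L, S26L and R156P barcode 1 and P95T barcode 2, with a limit of 0.00207%. In SRSF2 configuration 2 the 4 were P106L barcode 1 and I45V, P105L and S142F barcode 2, with a limit of 0.00134%. The other members of the lowest 3 in MS2CP configuration 1 were K61R barcode 1 and P78A barcode 2, each with 1 read (0.000828%, 95% Wilson interval 0.000146 to 0.00469).

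The next question was how evenly the reads were spread, since an even pool gives each entry 1.09% of the MS2CP reads or 1.28% of the SRSF2 reads. In MS2CP configuration 1 the highest shares belonged to R38A barcode 1 with 15.5% of reads (95% Wilson interval 15.3 to 15.7), T91I barcode 2 with 15.2% (15.0 to 15.4) and S47R barcode 1 with 10.7% (10.5 to 10.9). In MS2CP configuration 2 they belonged to S47R barcode 1 with 25.4% (25.2 to 25.6), N87L barcode 2 with 10.9% (10.7 to 11.0) and T91I barcode 2 with 8.38% (8.26 to 8.50). The highest share in SRSF2 configuration 1 was lower, at 6.96% (6.83 to 7.09) for R180H barcode 2, followed by E215G barcode 2 with 4.27% (4.17 to 4.38) and R167Q barcode 2 with 3.57% (3.47 to 3.66). In SRSF2 configuration 2 the highest were Y144D barcode 2 with 16.0% (15.9 to 16.2), K36N barcode 1 with 13.2% (13.0 to 13.3) and S26L barcode 1 with 11.1% (10.9 to 11.2). S26L barcode 1 thus ranked among the highest in configuration 2 and had 0 reads in configuration 1. The files do not document that a barcode number stands for the same sequence in both configurations. Leaving the most abundant entry out of the denominator raised the next share most in MS2CP configuration 2, from 10.9% to 14.6%.

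The 5 most abundant entries took 49.4% of reads in MS2CP configuration 1, 56.4% in MS2CP configuration 2, 21.5% in SRSF2 configuration 1 and 56.3% in SRSF2 configuration 2. The median entry had 534.5, 887.5, 1053 and 76 reads in the same order. The number of entries within 2-fold of the median was 46 of 92, 37 of 92, 15 of 78 and 14 of 78. The coefficient of variation of the reads over entries was 230% in MS2CP configuration 1 (bootstrap interval over entries 116 to 259) and 280% in MS2CP configuration 2 (155 to 341). It was 106% in SRSF2 configuration 1 (85.9 to 128) and 235% in SRSF2 configuration 2 (186 to 294). The highest count was at least 6236-fold, 18129-fold, 3358-fold and 12000-fold above an entry at 0 reads, with 3 reads taken as the limit of a count of 0.

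These spreads were set beside simulated pools with equal shares that held only the sampling of 82500 colonies, the number in the labels, and of the observed reads. The simulated coefficients of variation averaged 4.33% and 3.93% for the MS2CP libraries and 3.85% and 3.57% for the SRSF2 libraries. The chi-square statistic against equal shares, divided by its degrees of freedom, was 6931, 18311, 2095 and 15878 in the measured libraries, and 2.48, 3.62, 2.76 and 3.70 in the simulated ones.

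**Figure D1:**
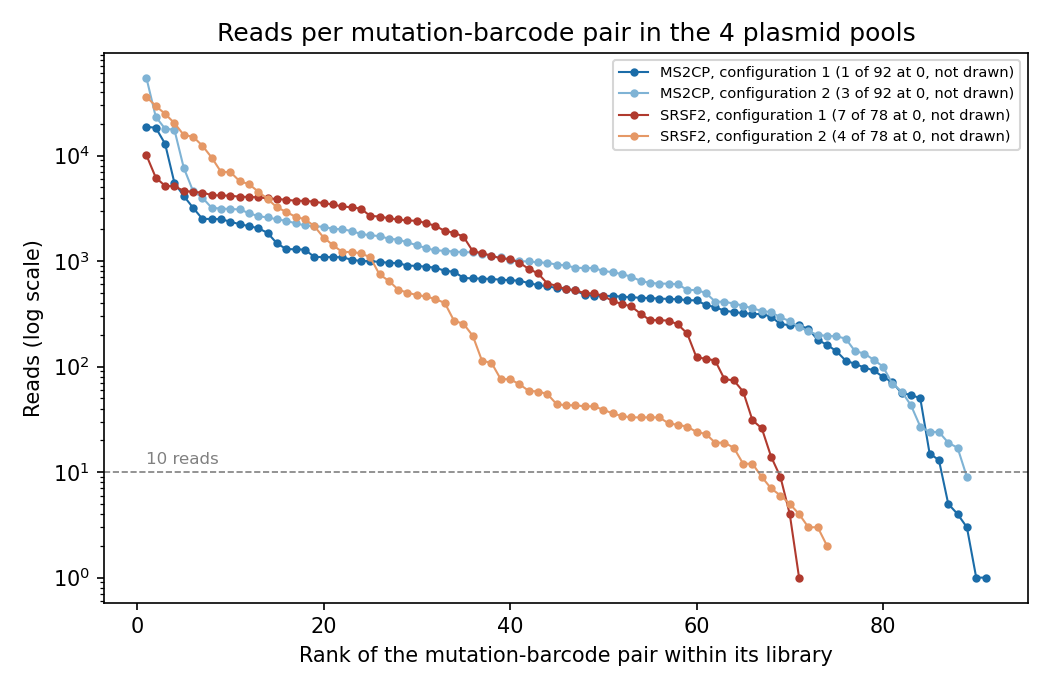
Reads of each mutation-barcode pair (log scale) against its rank within the library, for the 4 libraries, with a dashed line at 10 reads and pairs at 0 reads left out. The SRSF2 configuration 2 curve crosses the others, with a median entry of 76 reads and 16.0% of reads in its highest entry.

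Evenness was also compared between the proteins. The mean coefficient of variation of the 2 SRSF2 libraries was lower than that of the 2 MS2CP libraries, a difference of -84.5 percentage points. The ranges overlapped, since SRSF2 configuration 2 (235%) exceeded MS2CP configuration 1 (230%). Without the 3 most and 3 least abundant entries the coefficients were 113% and 156% in MS2CP and 95.6% and 214% in SRSF2. The order of the means was then reversed. The ratio of the 90th to the 10th percentile of reads was higher in SRSF2 with all entries. It was 43.3 and 70.0 in MS2CP and 1353 and 1654 in SRSF2. Bootstrap intervals of this ratio were wide, at 17.97 to 470 and 17.6 to 192 in MS2CP and 56.5 to 6397 and 409 to 5550 in SRSF2. Draws with a 10th percentile of 0 reads have no ratio and were left out. The upper limit for SRSF2 configuration 1, with 7 entries at 0 reads, is therefore too low. No test was made. A rank or permutation test of 2 libraries against 2 cannot give a two-sided p-value below 0.333.

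The comparison the design implies most directly is between configurations of one protein. Reads were summed over the barcodes of each mutation, and shares were compared across the mutations listed in both. For MS2CP (46 mutations) Pearson's r of the log2 shares was 0.42 (bootstrap interval over mutations 0.09 to 0.67) and Spearman's rho was 0.21 (-0.11 to 0.50). For SRSF2 (38 mutations) r was 0.22 (-0.29 to 0.55) and rho 0.03 (-0.31 to 0.34). These correlations are across mutations, which are not independent replicates. The MS2CP r fell to 0.27 without the 2 mutations farthest from the median share, and to 0.19 when entries with the same barcode number were matched. The SRSF2 r changed sign, to -0.19, without its 2 farthest mutations, R198K and P209A, which were also those with fewer than 10 reads in a library. Matching entries by barcode number also gave a negative SRSF2 r, of -0.08.

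Among mutations with at least 10 reads in both configurations, the median absolute log2 ratio of shares was 1.32 for MS2CP and 3.55 for SRSF2. Shares differed by more than 2-fold for 29 of 46 MS2CP mutations and 29 of 36 SRSF2 mutations, and by more than 10-fold for 2 and 20. The 95% counting interval of the log2 ratio excluded 0 for 44 of 46 and 36 of 36. The chi-square of homogeneity divided by its degrees of freedom was 2152 for the MS2CP pair and 5246 for the SRSF2 pair. These tests compare the libraries on their reads and do not compare the configurations, for which there is no replicate check.

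The 5 MS2CP mutations with the largest changes were S37P, N87L, R38A, T71A and Q70L. S37P had 2766 reads in configuration 1 and 27 in configuration 2, a log2 ratio of shares of -7.48 (SE 0.28). R38A also had a lower share in configuration 2, with a log2 ratio of -3.25 (SE 0.03). N87L, T71A and Q70L had higher shares in configuration 2, with log2 ratios of 3.50 (SE 0.04), 3.14 (SE 0.10) and 3.03 (SE 0.04). The 5 SRSF2 mutations were V18L, R102C, S142F, G217E and P105L. V18L rose from 14 to 16580 reads, a log2 ratio of 9.53 (SE 0.38). R102C went from 5317 to 12 reads, a log2 ratio of -9.37 (SE 0.41). S142F, G217E and P105L were also lower in configuration 2, with log2 ratios of -7.71 (SE 0.23), -7.18 (SE 0.24) and -6.48 (SE 0.19). The 12 to 58 reads of these 4 SRSF2 mutations in configuration 2 limit the precision of their ratios. Few of those reads carried the mutation for 3 of them, with 8 mutant reads of 39 for S142F, 3 of 58 for P105L and 0 of 36 for G217E, which allows up to 8.33%. R102C had 9 mutant reads of 12. In configuration 1, 525 of 5317 reads were mutant for R102C and 102 of 3416 for G217E, against 43.2% for S142F and 34.6% for P105L. These ratios thus compare all reads of a mutation's barcodes and not its mutant reads.

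Directions depended on the scaling for SRSF2 as a whole. Centring each library on its median mutation shifted all log2 ratios by 0.13 for MS2CP and by 2.09 for SRSF2. With shares of the library total, 11 SRSF2 mutations were higher and 25 lower in configuration 2 beyond their counting intervals. With centred shares 20 were higher and 16 lower. For MS2CP the numbers were 20 and 24 with library totals and 21 and 22 with centred shares. The 10 mutations named above kept their direction under both scalings.

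**Figure D2:**
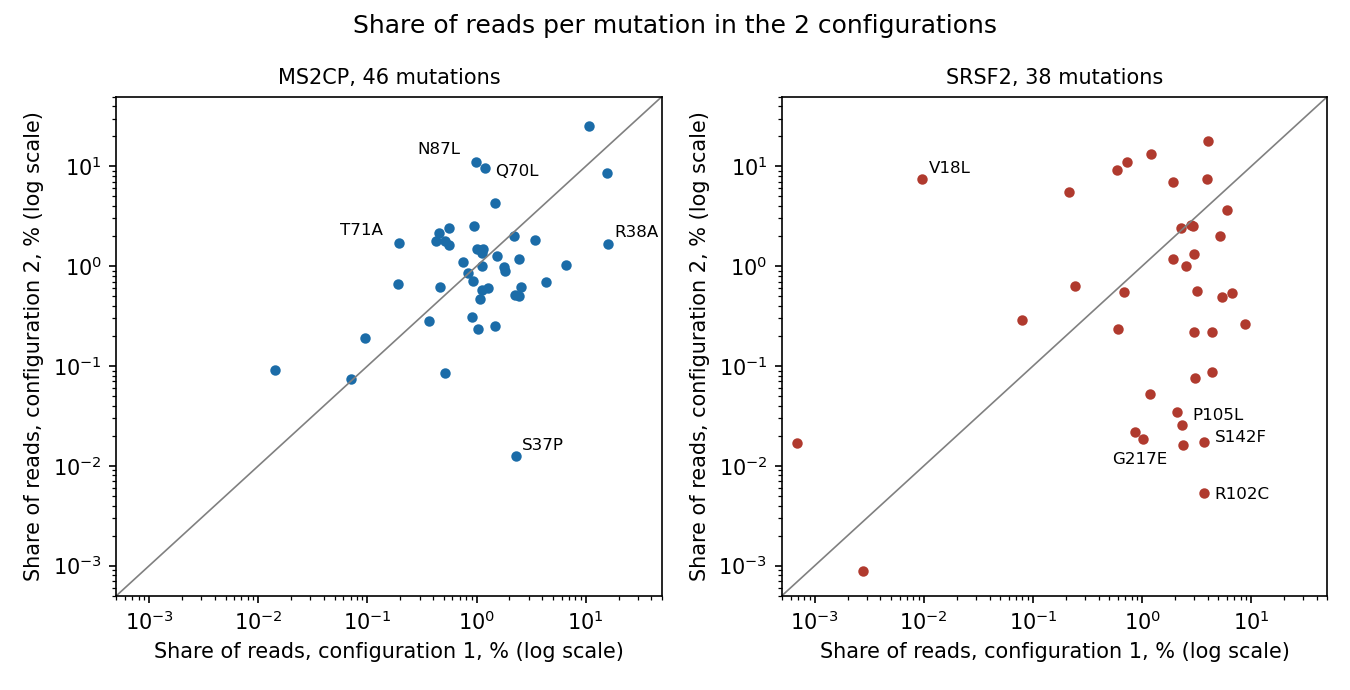
Share of reads per mutation in configuration 2 against configuration 1 (both in %, log scales), with 1 point per mutation summed over its barcodes, for MS2CP (46 mutations) and SRSF2 (38 mutations). The grey line marks equal shares, and labels mark the 5 mutations of each protein with the largest absolute log2 ratio among those with at least 10 reads in both.

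Whether representation depended on position along the protein was addressed by comparing the log2 share of each entry with its residue number. Spearman's rho was 0.08 in MS2CP configuration 1, 0.25 in MS2CP configuration 2, 0.31 in SRSF2 configuration 1 and -0.05 in SRSF2 configuration 2. Pearson's r was 0.11, 0.23, 0.24 and -0.08. The share of 10000 random orders with a rho at least as far from 0 was 44.9%, 1.68%, 0.69% and 65.3%, or 61.9%, 3.74%, 2.07% and 71.2% after Benjamini-Hochberg adjustment over 12 relations. These values describe the libraries across entries that are not independent. Among entries with at least 10 reads rho was 0.07, 0.25, 0.37 and -0.07.

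Finally, the reads called mutant were taken as the share in which the barcode and its listed mutation were on the same molecule. The rule by which a read was called wild type, mutant or other is not stated in the labels, so these shares mix the makeup of the pool with errors of PCR, sequencing and calling. Over all reads, 64.5% were mutant in MS2CP configuration 1 (95% Wilson interval 64.2 to 64.7), 56.9% in MS2CP configuration 2 (56.7 to 57.1), 34.7% in SRSF2 configuration 1 (34.4 to 34.9) and 59.3% in SRSF2 configuration 2 (59.1 to 59.5). Wild-type reads made up 19.1%, 24.9%, 60.2% and 34.4% in the same order, and other reads 16.4%, 18.1%, 5.15% and 6.35%. Pooled values were dominated by the abundant entries. The median entry had 71.3%, 65.8%, 34.2% and 36.0% mutant reads, with quartiles of 65.8 and 75.7, 59.6 and 71.4, 28.1 and 40.7, and 18.8 and 50.5. In SRSF2 configuration 2 the pooled share thus lay well above the median entry. Leaving out the other reads moved the pooled shares most, to 77.1%, 69.5%, 36.5% and 63.3%.

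Barcodes of one mutation gave a measure of spread within a library. Where at least 100 reads were counted for each of the barcodes compared, their mutant shares differed by a median of 3.46 percentage points in MS2CP configuration 1 (33 mutations), 3.92 in MS2CP configuration 2 (29), 4.47 in SRSF2 configuration 1 (26) and 5.07 in SRSF2 configuration 2 (10). The difference exceeded 10 points for 6, 5, 5 and 2 mutations. In SRSF2 configuration 1, G217E barcode 1 had 0 mutant reads of 3140, which allows a share of up to 0.0955%, whereas barcode 2 had 37.0% mutant reads of 276 (95% Wilson interval 31.5 to 42.8). Wild-type reads were nearly absent for R38A, at 3 of 19285 and 1 of 3597 reads in the MS2CP libraries, and for V18L, at 24 of 16580 reads in SRSF2 configuration 2. Their other reads made up 36.9%, 44.3% and 30.6%.

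The mutant share per mutation was also compared between configurations, over mutations with at least 10 reads in both. This comparison and the next were chosen after the data were seen. For MS2CP the shares correlated with r 0.83 and rho 0.79 across 46 mutations. The median change from configuration 1 to 2 was -3.98 percentage points (SD over mutations 7.86), with 39 mutations lower and 7 higher. For SRSF2 r was 0.63 and rho 0.58 across 36 mutations. The median change was 5.29 points (SD over mutations 15.7), with 24 mutations higher and 12 lower. The bootstrap intervals of the medians over mutations were -4.74 to -3.06 and 0.85 to 11.5 points. Over all reads the changes were -7.52 and 24.6 points.

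Against residue number, the mutant share per mutation fell in all 4 libraries. Spearman's rho was -0.49 in MS2CP configuration 1, -0.35 in MS2CP configuration 2, -0.62 in SRSF2 configuration 1 and -0.63 in SRSF2 configuration 2. Pearson's r was -0.29, -0.27, -0.68 and -0.65. Random orders gave a rho as far from 0 in 0.12%, 1.87%, 0.050% and 0.030% of draws, or 0.48%, 3.74%, 0.30% and 0.30% after adjustment over the same 12 relations. A robust line (Theil-Sen) fell by 14.4 points per 100 residues in MS2CP configuration 1 (95% interval -18.9 to -8.37) and by 13.1 points in MS2CP configuration 2 (-19.7 to -3.42). It fell by 12.6 points in SRSF2 configuration 1 (-17.9 to -7.86) and by 19.6 points in SRSF2 configuration 2 (-28.2 to -13.7). The fitted mutant share at residue 10 was 78.1%, 71.8%, 50.4% and 64.5%, and at residue 100 it was 65.1%, 60.0%, 39.0% and 46.9%. A line is a summary, and in SRSF2 configuration 1 the fall was not even along the protein. There Y3H had 64.2%, M13I 58.0% and F57Y 43.1% mutant reads. Later residues showed no clear further fall, with 34.1% for P95H, 33.2% for R120L, 43.2% for S142F and 35.1% for E215G. These examples were chosen after their values were seen, and the shape was not tested. Without the 2 mutations farthest from the median position, rho was -0.44, -0.30, -0.55 and -0.56.

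**Figure D3:**
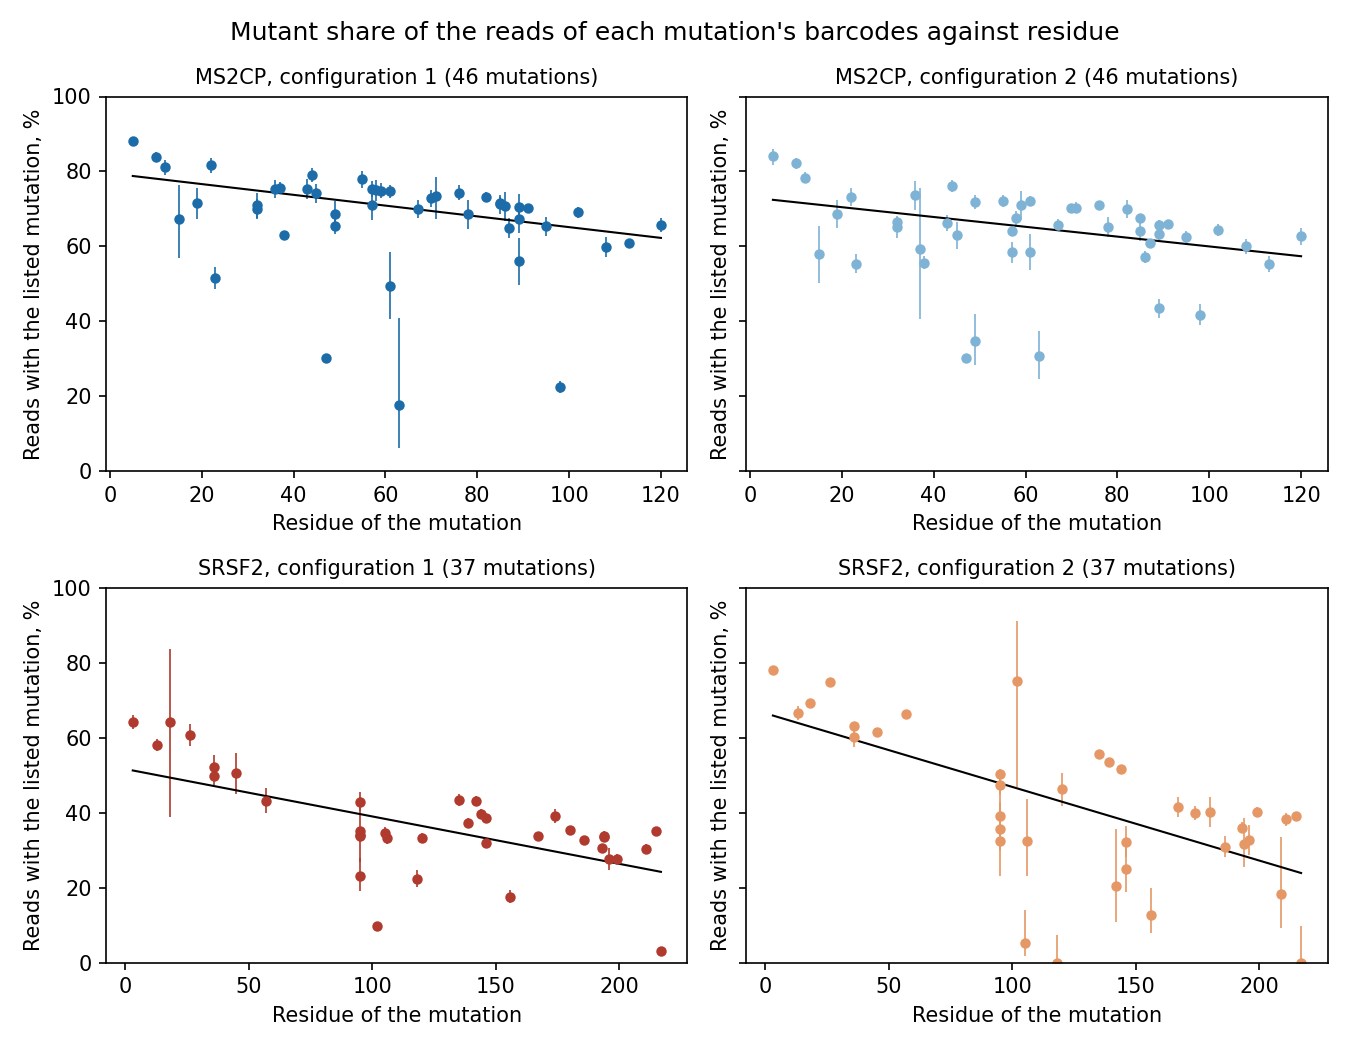
Share of reads with the listed mutation (%, summed over the barcodes of each mutation) against the residue of the mutation, in 4 panels, 1 per library, for mutations with at least 10 reads. Bars are 95% Wilson intervals and lines are Theil-Sen fits, which fall by 12.6 to 19.6 percentage points per 100 residues.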

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

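The comparisons of mutant share between configurations in this part, and their tests, were chosen after the results were seen. The share of mutant reads moved in opposite directions between configurations in the 2 proteins. Over all reads it changed by -7.52 percentage points from configuration 1 to 2 in MS2CP and by 24.6 points in SRSF2. Without the most abundant entry of each library, the pooled shares were 64.8% and 66.0% in MS2CP configurations 1 and 2. The fall was not kept, but the entries left out differed. They were R38A barcode 1 in configuration 1 (62.6% mutant) and S47R barcode 1 in configuration 2 (30.3% mutant). S47R barcode 1 stayed in configuration 1, with 10.7% of reads and 29.9% mutant. These shares do not cover the same entries and so do not decide the direction in MS2CP. In SRSF2 the pooled shares without the most abundant entry were 34.7% and 60.6%, and the rise remained. With each mutation given equal weight, the median changes were -3.98 points in MS2CP and 5.29 points in SRSF2. Each protein had 1 library per configuration, so the difference between the proteins was not tested.

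Several technical explanations were weighed. A different spread of reads over the variants would leave no change once each mutation counts equally. The median change of -3.98 points in MS2CP (bootstrap interval over mutations -4.74 to -3.06) and of 5.29 points in SRSF2 (0.85 to 11.5) argue against it as the whole cause of either direction. It may still account for part of the size in SRSF2, where the pooled change was 24.6 points. It may also account for part of the pooled fall in MS2CP, which the shares without the most abundant entries do not decide. Entries with few reads were also weighed. Over mutations with at least 100 reads in both configurations, the change was -3.93 points in MS2CP (37 of 43 lower) and 7.92 points in SRSF2 (22 of 28 higher), which argues against a few poorly covered mutations as the cause. A change in the number of reads per mutation goes with the change in SRSF2, as given under the other observations. A mutation with an equal share of the library total in both SRSF2 libraries was fitted with a change of 9.43 points (bootstrap interval 6.34 to 12.9). That value depends on the scaling. With shares centred on the median mutation it was 4.99 points (1.45 to 9.14), and the 9 mutations whose centred share fell changed by a median of -1.87 points. The number of reads per mutation may therefore account for much of the change, and this explanation stays open.

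The preparation of the single libraries stays open. Barcodes of one mutation within a library differed by a median of up to 5.07 points, and that spread does not measure the spread between preparations. PCR conditions, strand exchange or read calling that differed between the libraries cannot be told apart from the configuration with 1 library each. An effect of the configuration itself, the biological or construct difference that the design names, also stays open and was not tested. A repeat library of each pool would separate them.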

How the results depend on the processing

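Of the 154 comparisons of a main result with an alternative, 24 moved beyond the bound set for it and 2 reversed. The sign changed in 10 of the 154, of which 7 are among the other 128 because the interval of the main value includes 0. These 7 comprise 6 of the agreement in SRSF2 and the rho of share with listing order in MS2CP configuration 1. The other 128 are no measure of stability. Of them, 14 gave the main value exactly, as where centring cannot change a correlation or a minimum removes nothing, and counts of entries detected were held only to a 1.5-fold bound. Among the changes below, those under sums per mutation, the minimum of 10 mutant reads, the pairing and the minimum of 100 reads were chosen after the data were seen, and the others were planned. The cause was not tested for any of them, except where the alternative's own construction gives it. The 30 alternatives for the 10 named log2 ratios kept each direction. No library could be left out in turn, because each group has 1. No paired analysis was possible because each group holds 1 library.

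A denominator without the most abundant variant raised the second highest share to 18.02%, 14.6%, 4.59% and 15.7% (MS2CP configurations 1 and 2, then SRSF2 configurations 1 and 2), which its construction gives. Without the 3 most and 3 least abundant entries the coefficient of variation of MS2CP configuration 1 was 113%. With reads summed per mutation it was 79.5% and 163% in SRSF2 configurations 1 and 2, and the ratio of the 90th to the 10th percentile was 13.9, 16.0 and 27.9 in MS2CP configurations 1 and 2 and SRSF2 configuration 1. In the last, entries with at least 10 reads gave a ratio of 36.5. The order of the proteins in evenness reversed with that ratio, by 1447 for SRSF2 minus MS2CP. Among entries with at least 10 reads the ratio was still higher in SRSF2, at 36.5 and 431 against 23.8 and 28.1. Detection at 10 mutant reads left 47 of the 74 entries in SRSF2 configuration 2.

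With the order of listing in place of the residue, the relation of share to position was r -0.0908 in MS2CP configuration 1. In MS2CP configuration 2 r reversed to -0.0600 and rho moved to 0.0261. The listing runs through the residues mostly for barcode 1 and then starts again mostly for the later barcodes, so it mixes barcode and residue, and these values say nothing about the relation to residue.

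Without the other reads the pooled mutant shares were 77.1%, 69.5%, 36.5% and 63.3%, and the median MS2CP entries 76.3% and 69.7%. Without the most abundant entry, which differed between libraries, the pooled shares were 64.8% and 66.0% in MS2CP configurations 1 and 2 and 60.6% in SRSF2 configuration 2. With at least 100 reads the median entry of SRSF2 configuration 2 had 45.4% mutant reads. The fall of mutant share with residue, itself examined after the data were seen, kept its direction in each library under each alternative, with rho from -0.30 to -0.76.

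Few reads per entry also limit the SRSF2 comparison. Its configuration 2 library was the deepest, yet the reads were spread so unevenly that 40 of 78 entries had fewer than 100, and ratios of mutations that fell there rest on few reads.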

Other observations

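The tests in this part were all chosen after the results were seen, and no biological explanation was tested for the patterns below. The share of mutant reads fell with residue number in all 4 libraries, by a fitted 12.6 to 19.6 percentage points per 100 residues. Poorly covered mutations do not account for it, since over mutations with at least 100 reads the weakest rho was -0.38, in MS2CP configuration 2. Reads called worse at later residues would raise the share of other reads there by about as much as the mutant share fell. The highest upper 95% bound of the slope of other reads was 3.96 points per 100 residues, while wild-type reads rose by 11.3 to 18.8 points. The highest rho of other reads with residue was 0.21, over mutations with at least 100 reads in SRSF2 configuration 1, which 22.2% of random orders matched. Fewer reads at later residues would need reads to fall with residue. Over the same mutations the rho of reads with residue was 0.05, 0.32 and 0.57 in the MS2CP libraries and SRSF2 configuration 1, which goes against it there. In SRSF2 configuration 2 the rho was -0.39. The deviation of mutant share from the positional trend went with the share of reads in that library (rho 0.74), so this explanation stays open for it. A candidate explanation is exchange of sequence between pool members during PCR, which separates a barcode from a mutation more often the farther apart they are. At a constant rate from a barcode beside residue 1, the fitted share at residue 0 would approach 100%. Among mutant and wild-type reads the highest fit was 87.0%, in MS2CP configuration 1 (bootstrap interval 82.9 to 90.5). The other libraries had intervals of 72.4 to 84.8, 45.9 to 67.6 and 58.2 to 95.5. The first listed mutations, named after their values were seen, lay above these fits. T5A had 92.0% and 88.3% in MS2CP configurations 1 and 2, and Y3H had 68.0% and 82.8% in SRSF2. The line thus missed the data near residue 0, so its intercept does not decide on this simple form. Exchange with a barcode at an unknown distance also stays open. The fitted slopes on the natural log scale differed by up to 1.98-fold between libraries, and the place of the barcode in the construct is not stated. An excess of unmutated molecules at all residues could lower the fitted share at residue 0 and was not tested.

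In SRSF2 the mutations that gained reads in configuration 2 also gained mutant share. Across 28 mutations with at least 100 reads in both, rho was 0.73 and r 0.72, with a slope of 2.12 percentage points per doubling of the share of reads (95% interval 1.22 to 2.97). The r was 0.73 without the 2 mutations farthest from the median ratio. The 18 mutations whose share of the library total fell gained a median of 4.95 points, and the 10 whose share rose gained 13.9 points. With shares centred on the median mutation, 9 fell, with a median change of -1.87 points, and 19 rose, with 12.1 points. In MS2CP rho was 0.07 across 43 mutations, which 66.1% of random orders matched. After Benjamini-Hochberg adjustment over the 4 relations examined, random orders as far from 0 made up 0.040% for SRSF2 and 66.1% for MS2CP. The difference between the proteins was not tested. A constant small number of wrongly assigned reads per barcode would matter less as reads increase, yet rho was 0.78 across the 16 SRSF2 mutations with at least 1000 reads in both. Exchange partners drawn by their abundance in the pool may give such a relation, because an abundant mutant meets more copies of itself. The same relation would then appear in MS2CP, where rho was 0.22 at that minimum, too weak to tell from chance (27.2% of random orders). Within single libraries at that minimum, the deviation from the positional trend had a rho with the share of reads of 0.69 in SRSF2 configuration 2. It was 0.16 in SRSF2 configuration 1, which 40.6% of random orders matched, although that library had the most wild-type reads. That value goes against the explanation, but a rho of this size over 30 mutations leaves room for a weak positive relation, so it stays open. In the MS2CP libraries that rho was 0.15 and 0.12 at the same minimum, matched by 40.7% and 47.9% of random orders. At a minimum of 100 reads it was 0.25, 0.31 and 0.25 in the MS2CP libraries and SRSF2 configuration 1. Random orders matched these in 10.0%, 4.34% and 13.8% of draws. All have the sign the explanation needs, but those matched by 10.0% and 13.8% are too weak to tell from chance.

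R38A in MS2CP and V18L in SRSF2 configuration 2 had almost no wild-type reads and many other reads. R38A had 3 wild-type reads of 19285 in configuration 1 and 1 of 3597 in configuration 2, and V18L had 24 of 16580. If no unmutated molecules carried their barcodes, their mutant shares would exceed those of their neighbours, taken as the mutations within 8 residues with at least 100 reads. S37P, with 59.3% mutant reads of 27 in configuration 2, was below that minimum there. Summed over barcodes, each lay below its highest neighbour, and the closest approach was -5.62 points. R38A, summed in this way, lay below even the lowest of these neighbours in both configurations (63.1 against 70.1%, and 55.7 against 63.0%). V18L nevertheless lay above one of its 2 neighbours (69.2 against 66.6%). For R38A, a separate source of other reads could lower the mutant share without any unmutated molecules. This explanation therefore stays open. Their other reads made up 36.9%, 44.3% and 30.6%, against at most 11.2%, 11.1% and 3.91% in neighbours. The lowest of these, 30.6%, is in the range of the neighbours' wild-type reads (21.2 to 31.2%), consistent with unmutated reads counted as other at these residues. Summed over barcodes, the R38A share of other reads exceeded the neighbours' total of reads without the mutation (20.9 to 29.9% and 24.0 to 37.0%). Part of it therefore stays unexplained. The excess lay in R38A barcode 1 in configuration 1 (37.4% other reads) and barcodes 1 and 2 in configuration 2 (51.9% and 54.0%). Barcode 2 in configuration 1 had 19.9% other and 80.1% mutant reads, the latter above the highest neighbour (79.1%). Barcode 3 in configuration 2 had 26.5% other and 73.5% mutant reads, within the neighbours' ranges. Few wild-type and many other reads also occurred in 1 barcode alone. V44A barcode 1 in MS2CP configuration 2, named after its values were seen, had 0 wild-type reads of 100 and 24.0% other reads, while barcodes 2 and 3 had 21.5% and 20.4% wild-type reads. A cause tied to a barcode and not to a residue stays open as well. A read count of wild type at these residues may not be comparable with that at other residues.

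Other reads were concentrated in a few entries. Of 257 entries with at least 100 reads, 14 had more than 20% other reads, and these held 75.2% and 78.9% of the other reads in MS2CP configurations 1 and 2, and 14.7% and 35.7% in SRSF2. Base calling at the mutated residue would affect the barcodes of a mutation alike. S47R barcode 1 in MS2CP configuration 1 had 52.4% other reads, 49.3 points above barcode 2, which argues against it there. In configuration 2, S47R barcode 1 again had 52.4% other reads. N98D, named after its values were seen, showed the same direction, with barcode 2 at 53.9% and 35.6% other reads in configurations 1 and 2 and barcode 1 at 3.37% and 4.04%. A construct with a sequence error used in both configurations is a candidate explanation. The difference between barcodes 1 and 2 had the same sign in both configurations for 17 of 26 mutations of both proteins together. Its correlation, taken about 0 and not about the means, was 0.76. Random exchanges of the barcode numbers gave as high a value in 6.24% of draws. Without the 2 largest differences of configuration 1, N98D and R38A, the correlation was 0.42 and 0.26% of draws matched it. That choice dropped R38A, which changed sign, and kept V44A, at 20.4 points in configuration 2. The value rests on that choice. The mutant share of the same mutations had the same sign in 10 of 26, with a correlation of 0.60, which 40.2% of random exchanges matched. Without its 2 largest differences of configuration 1 that correlation was -0.09, which 70.6% matched. An error in a few constructs would show in the largest differences alone, so values without these decide little. E89R and S23A, named after their values were seen, kept their direction. E89R barcode 2 had 33.7% and 37.1% other reads in configurations 1 and 2, and barcode 1 had 2.14% and 9.09%. S23A barcode 1 had 33.7% and 20.9% mutant reads, against 66.8 to 79.5% in its other barcodes. For R38A the difference in other reads, barcode 1 minus barcode 2, went from 17.5 to -2.13 points. Whether the numbers denote the same construct is not documented, so the question stays open.

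In SRSF2 configuration 2, 18 entries with 10 to 99 reads had a better covered barcode of the same mutation. Together they held 18.9% mutant reads (95% Wilson interval 16.0 to 22.2), against 51.1% expected from those barcodes, and 17 of the 18 were lower. The gap of -32.2 points exceeds counting error. Without the entry farthest from its expected count, the other 17 held 20.8% against 49.2%. In the other libraries the comparison depended on single entries or lay within counting error. In MS2CP configuration 1, 6 such entries held 60.5% against 59.3%, and 56.6% (51.2 to 61.9) against 68.0% without S47R barcode 2. In MS2CP configuration 2, 7 entries, 4 of them lower, held 59.4% (53.3 to 65.3) against 69.0%, and 71.6% against 69.4% without T45A barcode 2, which had 0 mutant reads of 43 and was named after its values were seen. In SRSF2 configuration 1 they held 27.5% (22.5 to 33.2) against 32.8%. Of the reads without the mutation in the 18 entries, 91.5% were wild type. Reads given to the wrong barcode may give this, but an unmutated construct at low abundance would too, and the files cannot separate them. Counts of rare entries in this library may thus overstate how many mutants the pool holds. Over all 4 libraries, 11 entries with at least 10 reads had 0 mutant reads, of which 10 had 27 to 55 reads. The remaining one was G217E barcode 1 in SRSF2 configuration 1, with 0 of 3140 reads.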
